A study of Mus musculus with 4 samples. Its data were reported in "Essential Role for CD30-Transglutaminase 2 Axis in Memory Th1 and Th17 Cell Generation" (2020).

How the data were processed

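Splenic CD4 T cells of the mouse, naive by the methods, were cultured for 6 days toward Th1 or Th17 cells and sorted into CD30low and CD30high populations. Th1 cultures held IL-2, IL-12 and an antibody to IL-4, and Th17 cultures held IL-6, IL-1beta, IL-23 and antibodies to IL-4 and IFN-gamma. By the methods, the T cells were stimulated with a peptide of ovalbumin in the presence of irradiated splenocytes depleted of T cells. Biotin-labelled RNA of each of the 4 populations was hybridized to 1 Affymetrix whole-genome mouse array. The groups were taken from the sample titles. No label paired samples and no group had more than 1 array.

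The intensity values deposited by the authors were linear probe set signals, which the methods credit to the GeneChip Operating Software and the submitters' processing notes to Affymetrix Expression Console. Neither the version, the summary algorithm nor the scaling target was given in the sources used here. The mean signal without the lowest and highest 2% was between 496.5 and 496.8 on the 4 arrays, as values scaled to a common target have. Such scaling takes the overall RNA level of each population as equal, so a change common to most genes would not be visible. The table used here held 45037 probe sets, no detection calls and no control probe sets, so present calls were not applied and the planned ratios of control probe sets, which report on RNA degradation, could not be computed.

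Gene symbols came from the platform annotation and were updated through gene identifiers to a current reference table, which matched 34741 of 34945 probe sets with a single symbol. Another 932 probe sets had several symbols and 9160 were unnamed here; none of these was named in the text. For each of 18193 genes the probe set with the highest mean signal over the 4 arrays was used. Signals below 100 were set to 100 before a log2 ratio was taken. The fold rule required a difference of at least 2-fold and a signal of at least 300 in the brighter array; a figure legend of the study gives this signal limit and a range of fold limits. Lists of 419 entries in 32 sets were fixed before the data were examined, and 42 entries were not named in the annotation used here. A member was measured if it reached 100 in either array of a pair. The median log2 ratio of a list was placed among 10000 random lists of the same size, matched on mean signal in 20 bins; a percentile describes these arrays only, and medians are given for at least 3 measured members. Percentiles below 2.5, or as far from the top, were taken as outside the central range. In simulated data a list of 15 genes shifted 2-fold reached percentile 100 and 7.5% of 200 random lists fell outside the central range.

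The effects of CD30 common to both lineages, and of the lineage common to both gates, were fitted with limma (lineage plus CD30 gate, variance trend, Benjamini-Hochberg adjustment at 0.05) on the 8438 genes with a mean signal of at least 200. The fit was tested on simulated data with 200 changed genes among 8438, under 2 assumptions on the noise. With each gene's moderated spread as its true spread, 85% of 2-fold and 100% of 4-fold changes were recovered, but 35 of 220 calls (15.9%) were false, above the 5% aimed at. A second simulation, written after that outcome, drew the spreads from the fitted prior; it recovered 1% of 2-fold and 56% of 4-fold changes with 4 false calls of 61. The test thus can hold more false calls than its adjusted p states, and under the second assumption it misses nearly every 2-fold change.

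The text names Tnfrsf8, the 10 genes followed by qRT-PCR, the 10 largest and 10 smallest ratios per CD30 comparison, up to 4 members per list with the largest ratios at a signal of at least 300, up to 15 shared genes per direction by the smaller ratio, and the 5 largest lineage differences per direction with the Th1 and Th17 lists. In the CD30 comparisons, all members past the fold rule were also named for lists fixed beforehand, among them Ikzf2 and Egr1. Lists of neutrophil, fibroblast and Th17 effector genes, and a group of 5 genes with large Th17 ratios, were chosen after the values were seen. Alternatives covered the scaling (median centring, quantile normalization), the fold and signal limits, the floor, the choice of probe sets and the settings of limma. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1. The number of arrays limits the precision of every value.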

Results

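Gene expression was measured in effector T helper cells of the mouse that had been sorted by the surface level of CD30, a receptor of the TNF receptor superfamily encoded by Tnfrsf8. The cells were Th1 or Th17 cells grown for 6 days from splenic CD4 T cells, which the methods describe as naive. RNA from CD30low Th1, CD30high Th1, CD30low Th17 and CD30high Th17 cells was hybridized to 4 arrays, 1 array per group. No group had a replicate, so a difference between 2 arrays has no replicate error and no p-value. A gene was counted as higher or lower when its signals differed at least 2-fold and the brighter array had a signal of at least 300. The only measure of technical precision was the agreement between probe sets of the same gene. The log2 ratios of 2 such probe sets differed with an SD per probe set of 0.23 in Th1 and 0.20 in Th17 cells, over 2928 genes.

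The median signal over all probe sets was 73.1 in CD30low Th1, 86 in CD30high Th1, 62 in CD30low Th17 and 64.3 in CD30high Th17 cells. Signals were at least 300 for 7511, 7580, 7394 and 7421 genes in the same order. Of 20 genes listed as restricted to other tissues, at least 18 were below 100 on each array. Mbp was the brightest of them on every array, from 2393 in CD30low Th1 to 1228 in CD30high Th17 cells, and so did not behave as background. Signals below 100 were set to 100 before a ratio was taken, and a fold against such a signal is given as a lower bound. The labels and the methods differ on the starting cells. The labels describe them as CD62Llow for the CD30low samples and CD62Lhi for the CD30high samples, while the methods describe naive cells with high CD62L throughout. If the labels hold, every ratio of CD30high over CD30low cells also compares different starting cells.

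The Th1 and Th17 cells differed in sex-linked transcripts. Xist, expressed from the inactive X chromosome, had signals of 14620.4 and 16222 in CD30low and CD30high Th1 cells and of 22350 and 22613 in CD30low and CD30high Th17 cells. Other Xist probe sets differed more between the lineages, with 2745 in CD30low Th1 and 10999.5 in CD30low Th17 cells, and with 687 and 5467. The Y-linked gene Eif2s3y was at 1784 and 1640 in the Th1 cells and at 1.41 and 9.39 in the Th17 cells. Kdm5d and Uty were likewise above 300 in both Th1 arrays and below 100 in both Th17 arrays. Comparisons between the lineages are therefore also comparisons of material with different sex-linked transcripts. Between the CD30 sorts of each lineage none of these genes passed the fold rule. In Th1 cells the other Xist probe sets were nevertheless higher in CD30high than in CD30low cells, with 4535 against 2745 and 1264 against 687. Kdm5d was lower, with 341 against 506, and so was Uty, with 310 against 398. Another Uty probe set went the other way, with 187 against 169. Whether the Th1 sorts differed in sex-linked material was not tested.

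Tnfrsf8 itself was dim on all arrays. Its signal was 13.3 in CD30low and 51.1 in CD30high Th1 cells, and 34.9 in CD30low and 132 in CD30high Th17 cells. The order of the signals was that of the sort labels in both lineages, but only the value of CD30high Th17 cells lay above 100.

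To ask which transcripts accompany CD30 in Th1 cells, the CD30high and CD30low Th1 arrays were compared. Of 7813 genes with a signal of at least 300 in either array, 100 passed the fold rule, 62 higher and 38 lower in CD30high cells. With signals below 100 set to 100, the largest ratio belonged to the cytokine gene Il24 (4.15-fold). Its signals were 132 and 548 in CD30low and CD30high cells. Msc (at least 4.02-fold) and Batf3 (3.19-fold), which encode transcription factors, were also higher. Msc had signals of 65.6 and 402, so its place behind Il24 rests on that floor. Tgm2, the gene of a transglutaminase that cross-links proteins, had signals of 420.4 and 1635 (3.89-fold). The other 6 of the 10 largest ratios were those of Perp (at least 3.61-fold), Jpt1 (3.52-fold), Fscn1 (3.48-fold), Mpzl2 (3.26-fold), Serf1 (3.12-fold) and Gja1 (3.02-fold); Fscn1 encodes an actin-bundling protein and Gja1 a gap junction protein. Other probe sets above background gave ratios of 1.06 and 1.11 for Jpt1 and 0.956 for Fscn1, and signals of 207 and 208 for Serf1. The calls of these genes thus rest on a single probe set. For Gja1, other probe sets gave ratios of 2.71, 2.43, 2.25 and 1.39. Lower in CD30high Th1 cells were Rtp4 (3.97-fold), Cd7 (at least 3.49-fold), Myo6 (3.42-fold), Hs3st3b1 (3.29-fold), 2610316D01Rik (3.24-fold), Pde2a (3.13-fold), Calhm6 (2.96-fold), St3gal6 (2.89-fold), Txk (2.69-fold) and Pdlim5 (2.62-fold). Another probe set of Pde2a had 429 and 346, which is under the rule, and a further one had 834 and 347, which is past it. Myo6 encodes an unconventional myosin, Txk a kinase of the Tec family, Pde2a a cyclic nucleotide phosphodiesterase, Cd7 a T cell surface protein and Rtp4 an interferon-induced protein. A second probe set was at hand for 24 of the genes past the rule, and 23 of these had the same direction in both probe sets, 21 of them at 1.5-fold or more.

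Few members of the gene lists fixed beforehand passed the fold rule in Th1 cells. In the Th1 program, 0 higher and 2 lower of 14 measured members passed (median log2 ratio -0.27, percentile 0.14 among random lists matched on signal). The lower members were the chemokine gene Ccl5, with signals of 1162 and 479, and Txk. The signals of Ifng, the signature cytokine of these cells, were 2506 and 3423, and those of the lineage factor Tbx21 were 2189.8 and 2352; neither passed. Of the cytokine list, 2 higher and 1 lower of 11 measured passed (median log2 ratio 0.61, percentile 100), with Il24 and Tnf (2.71-fold) higher and Ccl5 lower. Batf3 alone passed among the AP-1 and IRF genes (median log2 ratio 0.32, percentile 99.8). All 20 measured cell cycle genes had ratios above 1 without reaching 2-fold (median log2 ratio 0.35, percentile 100), such as Mcm6 with signals of 4784 and 8428. The naive and memory list had 12 of 13 ratios below 1, none past the rule (median log2 ratio -0.28, percentile 0.14). General T cell genes such as Lat, with 7617 and 4809, also had a median below 0 with none past the rule (median log2 ratio -0.34, percentile 0). Among TNF receptors Tnfrsf9, a costimulatory receptor, was higher (2.53-fold; list median log2 ratio -0.10, percentile 17.9), among TNF ligands Tnf (list median log2 ratio -0.03, percentile 39.1), and among homing receptors the chemokine receptor gene Cxcr4 was higher (2.37-fold; list median log2 ratio -0.12, percentile 13.5). The interferon response list held 1 lower gene, Rtp4 (median log2 ratio 0.07, percentile 59.9).

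Gata3, the master factor of Th2 cells, had signals of 1176 and 484 in the Th1 cells (2.43-fold lower). Apart from it and the 10 genes followed by qRT-PCR, the remaining lists had no member past the rule in Th1 cells. Their medians were 0.17 (percentile 98.6) for activation genes, 0.10 (98) for glycolysis and hypoxia, 0.27 (86.1) for the Th17 program, -0.02 (54.8) for regulatory T cells, -0.12 (19.5) for follicular helper cells and 0.14 (88.8) for terminal effector genes. They were -0.06 (29.6) for NF-kappaB targets, 0.01 (71.4) for interferon-induced GTPases, 0.04 (83) for lipid synthesis, -0.08 (29.5) for apoptosis and -0.03 (61.8) for housekeeping genes. The activation median lay inside the central range of random lists with quantile normalization, at 0.13.

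To ask the same of Th17 cells, the CD30high and CD30low Th17 arrays were compared, and more genes passed the fold rule than in Th1 cells. Of 7786 genes, 592 passed, 307 higher and 285 lower in CD30high cells. Il17a, the cytokine that names the lineage, had signals of 1398 and 14443 in CD30low and CD30high cells (10.3-fold). The other largest ratios were those of Mylk (at least 13.6-fold), Procr (12.6-fold), Mycn (10.4-fold), Timp1 (9.27-fold), Ido1 (9.22-fold), Lum (8.72-fold), Dab2 (7.67-fold), Dcn (7.61-fold) and Mt1 (7.4-fold). Mylk encodes a myosin light chain kinase, Procr the endothelial protein C receptor, Mycn a transcription factor of the Myc family, Ido1 an enzyme that degrades tryptophan, Dab2 an endocytic adaptor, Timp1 an inhibitor of matrix metalloproteinases, Lum and Dcn small proteoglycans, and Mt1 a metallothionein. With the floor on dim signals, the largest difference in the other direction was that of Myo6, with signals of 10494 and 273 (38.5-fold lower). It was followed by Klf2 (22.8-fold), Ms4a4c (19-fold), Klf3 (at least 15.5-fold), Ms4a4b (14.7-fold), Ifi209 (13.7-fold), Ipcef1 (13.6-fold), Itih5 (13.1-fold), Ccn3 (12.5-fold) and Drc1 (at least 11-fold). The order in both directions rests on that floor, because a fold against a floored signal is a lower bound. Rtp4, outside the lower list, had signals of 842 and 7.69 (at least 8.42-fold lower). Zeb2, outside the higher list, had signals of 59 and 511 (at least 5.11-fold higher). Klf2 encodes a transcription factor that controls the exit of T cells from lymphoid organs, Klf3 a related factor and Ccn3 a secreted matrix-associated protein. A second probe set was at hand for 154 of the genes past the rule, and 153 of these had the same direction, 146 at 1.5-fold or more. The probe sets of Klf3 differed in size: others had signals of 455 and 66.4, and of 221 and 186.

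The Th17 program was higher in CD30high Th17 cells, with 3 higher and 0 lower of 7 measured (median log2 ratio 1.29, percentile 100). Besides Il17a these were Rora, a nuclear receptor of the lineage (2.61-fold) and the chemokine receptor gene Ccr6 (2.44-fold), while the brightest probe set of Il21 stayed just under the rule with 3174 and 6316. Another Il21 probe set had 501 and 2039 (4.07-fold). Only 8 of the 12 genes of this list were named in the annotation used here. In the cytokine list, 5 higher and 0 lower of 13 measured passed (median log2 ratio 0.48, percentile 99.9), with Il24 (4.51-fold), Lif (3.54-fold), Csf1 (2.87-fold) and Lta (2.43-fold) beside Il17a. Of the AP-1 and IRF genes, Batf3 (6.15-fold), Atf3 (3.65-fold) and Irf4 (2.61-fold) were higher and Fos (5.28-fold) was lower (median log2 ratio 0.42, percentile 99.9). Homing receptors had 4 higher and 1 lower of 14 measured (median log2 ratio 0.03, percentile 55), with Ccr6, Ccr1 (4.73-fold), Ccr2 (2.04-fold) and Cxcr4 (2.03-fold) higher and Cxcr6 (2.02-fold) lower; another Ccr2 probe set had 455 and 541.

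Genes of naive and memory T cells were lower in CD30high Th17 cells, with 0 higher and 4 lower of 13 measured (median log2 ratio -0.71, percentile 0), namely Klf2 (22.8-fold), Cd27 (7.59-fold), Dapl1 (at least 3.72-fold) and Foxo1 (2.86-fold). Cd27 encodes a costimulatory receptor and Foxo1 a transcription factor of quiescent T cells. The regulatory T cell list had 2 higher and 5 lower of 12 measured (median log2 ratio -0.82, percentile 0). Lower were Ikzf2, a transcription factor gene, and Gpr83 (7.86-fold), Izumo1r (4.94-fold), Nrp1 (4.65-fold) and Tnfrsf18 (2.06-fold), while the interleukin receptor gene Il2ra (2.01-fold) and the checkpoint gene Ctla4 (2.34-fold) were higher. Gata3 was lower (6.3-fold) in the Th2 list (median log2 ratio -1.05, percentile 0.02). TNF receptors had 0 higher and 2 lower of 10 measured (median log2 ratio -0.44, percentile 0.04), Cd27 and Tnfrsf18. TNF ligands had 2 higher and 2 lower of 9 measured (median log2 ratio -0.24, percentile 3.48), with Tnfsf14 (2.63-fold) and Lta (2.43-fold) higher and Tnfsf11 (2.93-fold) and Tnfsf4 (2.3-fold) lower. The activation list split, with 2 higher and 4 lower of 16 measured (median log2 ratio -0.02, percentile 35); Il2ra and Ctla4 were higher and the immediate early genes Egr1, Egr3 (5.72-fold), Egr2 (3.95-fold) and Nr4a3 (at least 3.31-fold) were lower. With the mean of the probe sets the activation median was 0.36.

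Among terminal effector genes, Zeb2 (at least 5.11-fold) was higher and the granzyme genes Gzmb (5.6-fold) and Gzma (3.09-fold) were lower (median log2 ratio -0.05, percentile 30.1). The Th1 program had 1 higher and 2 lower of 12 measured (median log2 ratio -0.05, percentile 27.9), Hlx higher (at least 4.4-fold) and Txk (9.12-fold) and Il18rap (2.43-fold) lower; with a floor of 50 this median was -0.35, outside the central range. NF-kappaB targets had 2 higher and 1 lower of 15 measured (median log2 ratio 0.14, percentile 89.2), with Icam1 (2.24-fold) and Tnfaip3 (2.02-fold) higher and Nfkbiz (2.56-fold) lower. The interferon response had 0 higher and 2 lower of 9 measured (median log2 ratio -0.32, percentile 2.12), Rtp4 and Ifit2 (3.13-fold), and interferon-induced GTPases 0 higher and 1 lower of 9 measured (median log2 ratio -0.08, percentile 27), Iigp1 (7.82-fold). Follicular helper genes had 0 higher and 1 lower of 9 measured (median log2 ratio 0.01, percentile 46.2), Sh2d1a (2.07-fold). No member passed in the cell cycle list, where 16 of 20 ratios were below 1 (median log2 ratio -0.20, percentile 0.35), nor in the lists for glycolysis and hypoxia (median log2 ratio 0.14, percentile 97), lipid synthesis (median log2 ratio 0.10, percentile 86.6), apoptosis (median log2 ratio -0.01, percentile 39.9), general T cell genes (median log2 ratio -0.43, percentile 0.05) and housekeeping genes (median log2 ratio -0.07, percentile 23.8).

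**Figure D1:**
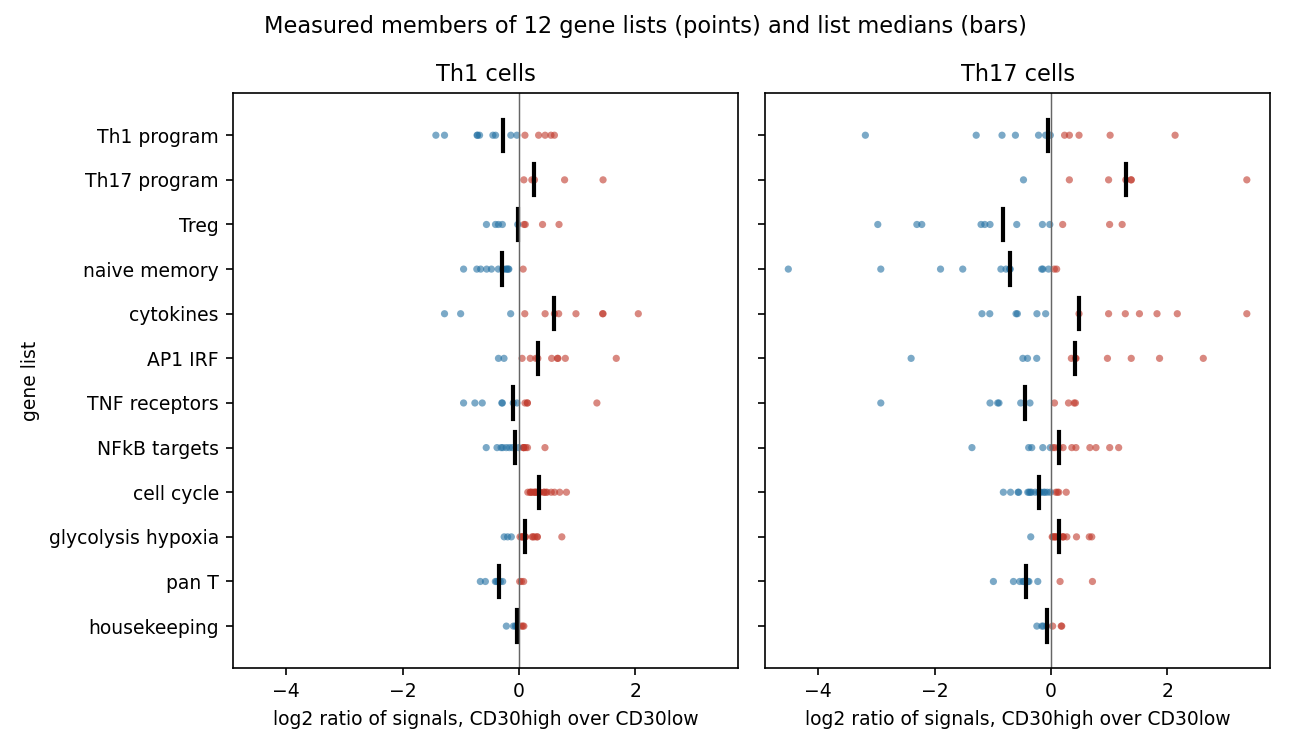
Log2 ratios of signals (CD30high over CD30low, x axis) of the measured members of 12 gene lists (y axis) in Th1 and Th17 cells, 1 array per group. Points are genes, red above 0 and blue below 0, and black bars are list medians; the naive and memory median was -0.28 in Th1 and -0.71 in Th17 cells, and the cell cycle median 0.35 in Th1 and -0.20 in Th17 cells.

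Many markers of other cell types were dim, but MHC class II genes and some natural killer and CD8 genes were not. H2-Ab1 was between 859 and 1204 and H2-DMa between 490 and 820 on every array. Of 6 natural killer and CD8 genes, 3 reached 100 in Th1 cells. In CD30low and CD30high Th1 cells Klrd1 had 6199 and 4360, Klrk1 2359 and 2108, and Cd8b1 703 and 541. In Th17 cells, the myeloid list had 0 higher and 2 lower of 7 measured (median log2 ratio 0.06, percentile 52.4): S100a8, with signals of 5192 and 1209.9 in CD30low and CD30high cells, and S100a9, with 2017 and 527. Both encode calcium-binding proteins abundant in neutrophils, and both were below 100 in Th1 cells. With the mean of the probe sets the myeloid median was -1.94. MHC class II genes had 1 higher and 0 lower of 6 measured (median log2 ratio 0.70, percentile 99.2), H2-Aa with 197 and 544; in Th1 cells none passed (median log2 ratio 0.15, percentile 75). Of the mast cell and basophil genes, Mcpt8 was higher in CD30high Th17 cells, with 85.7 and 470.2 (list median log2 ratio -0.29, percentile 6.25). The B cell list had no member past the rule in Th17 cells (median log2 ratio 0.48, percentile 96.2, 3 genes measured), and Klrd1 was lower among natural killer and CD8 genes (2.05-fold; median log2 ratio -0.16, percentile 29.6). In Th1 cells no natural killer or CD8 gene passed (median log2 ratio -0.38, percentile 2.91), and fewer than 3 genes of the B cell, myeloid, mast cell and Th2 lists reached a signal of 100. No dendritic cell, erythroid or platelet gene reached 100 in the arrays of either lineage.

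The genes that differed in both lineages were counted to find transcripts that go with CD30 regardless of the lineage. In the same direction, 49 genes passed the fold rule in both, 27 higher and 22 lower in CD30high cells. Among the 7372 genes bright enough in both lineages, 49 were higher in Th1 and 192 in Th17 cells, and 25 and 235 were lower. Independent lists of these lengths would share 1.28 higher and 0.80 lower genes. The absolute log2 ratio was larger in Th17 than in Th1 cells for 41 of the 49 genes, and the difference between the lineages was not tested. Higher in both were, in Th17 cells, Msc (5.92-fold), Batf3 (6.15-fold), Serpinf1 (5.34-fold), Rapgef5 (5.84-fold), Myb (7.03-fold), Basp1 (4.93-fold), Il1r2 (4.66-fold), Ermn (5.18-fold), Gatm (4.4-fold), Dixdc1 (2.85-fold), Cox6b2 (3.08-fold) and Jcad (2.35-fold), with Il24, Procr and Gja1 among the same 15 leading genes. Serpinf1 encodes a secreted serpin, Rapgef5 an exchange factor for small GTPases, Myb a transcription factor, Il1r2 a decoy receptor and Gatm an enzyme of creatine synthesis. Lower in both were, in Th17 cells, Myo6 (38.5-fold), Itgb3 (at least 9.58-fold), Txk (9.12-fold), Rtp4 (at least 8.42-fold), Gata3 (6.3-fold), Timp2 (6.11-fold), Aqp9 (at least 5.62-fold), Trib2 (5.19-fold), Sh3bp5 (4.53-fold), Calhm6 (at least 4.2-fold), Tdrp (3.26-fold), Gm32633 (at least 3.17-fold), Tle4 (2.61-fold), Ank (2.41-fold) and Pdlim5 (2.14-fold). Itgb3 encodes an integrin subunit, Timp2 an inhibitor of matrix metalloproteinases, Aqp9 a water and glycerol channel and Tle4 a transcriptional corepressor. Rps27, a ribosomal protein gene, passed in opposite directions. Across 8438 genes the log2 ratios of both lineages had a Pearson r of 0.39 and a Spearman rho of 0.30; genes are not independent replicates.

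**Figure D2:**
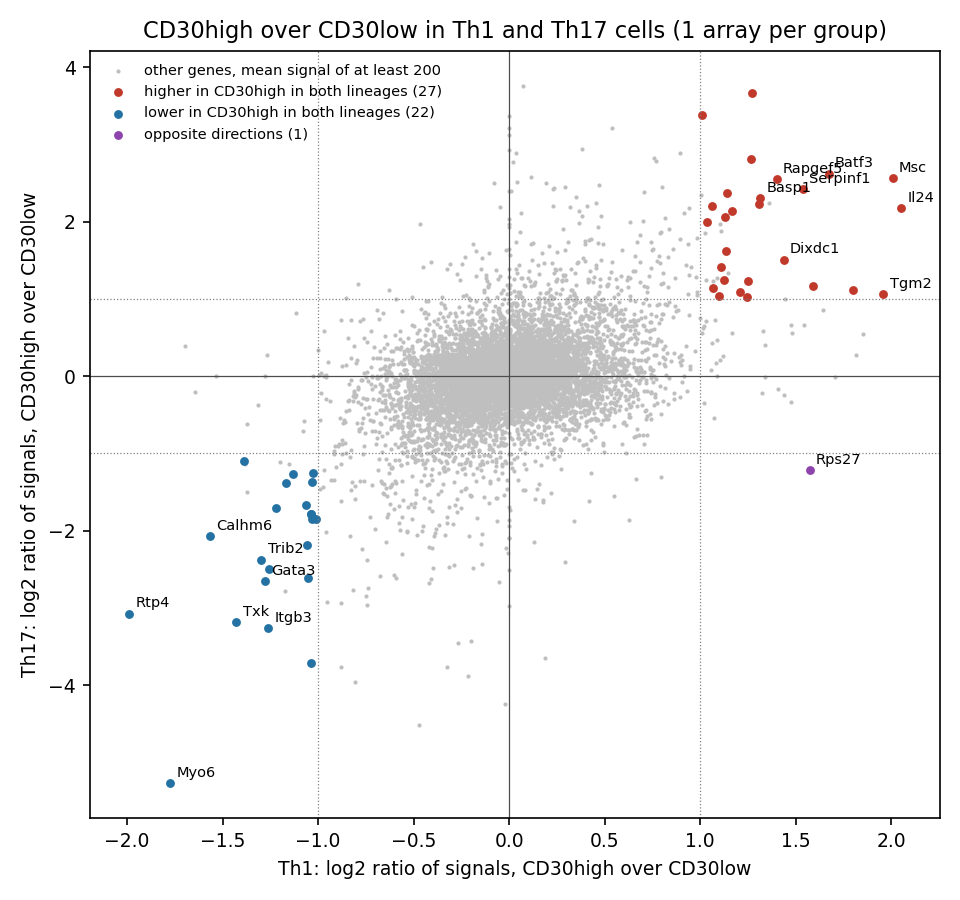
Log2 ratio of signals (CD30high over CD30low) in Th1 cells (x axis) against that in Th17 cells (y axis), 1 point per gene and 1 array per group. Red and blue points are the 27 genes higher and the 22 genes lower in CD30high cells of both lineages, and dotted lines mark 2-fold.

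All 10 genes that the study followed by qRT-PCR passed the fold rule in both lineages, 7 higher and 3 lower in CD30high cells. The study chose them on these arrays, so this is not independent evidence of their direction. The paper reports that its own qRT-PCR bore out the expression of these genes in CD30high and CD30low cells of both lineages. Those measurements were not examined here. The medians of the list were 1.47 (percentile 100) in Th1 and 2.30 (percentile 100) in Th17 cells on the log2 scale. In Th1 cells the folds were Serpinf1 (2.9-fold), Rapgef5 (2.64-fold) and Myb (2.41-fold) higher, beside Il24, Msc, Tgm2 and Batf3, and Rtp4 (3.97-fold), Myo6 (3.42-fold) and Calhm6 (2.96-fold) lower. Myb had signals of 1536 and 3696 in CD30low and CD30high Th1 cells and 1269 and 8923 in the Th17 cells. Tgm2 was far brighter in Th17 cells, with 11421 and 23867 in CD30low and CD30high cells (2.09-fold), so that CD30low Th17 cells had more Tgm2 signal than CD30high Th1 cells. Over 4 Tgm2 probe sets with a signal of at least 100 in every array, the fold of CD30high over CD30low ranged from 3.53 to 3.89 in Th1 and from 1.95 to 2.83 in Th17 cells. The CD30low Th17 signal was 6.63 to 8.78 times that of CD30high Th1 cells.

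**Figure D3:**
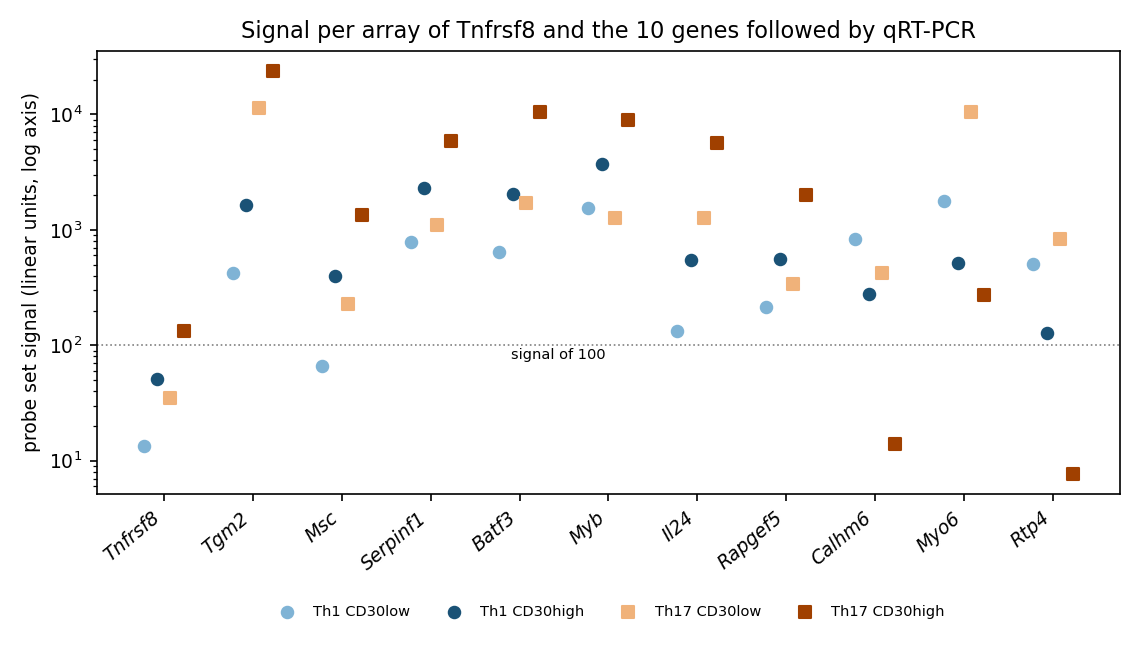
Probe set signal (y axis, log scale) of Tnfrsf8 and 10 genes followed by qRT-PCR (x axis), 1 point per array. Circles are Th1 and squares Th17 cells, and dark colors are CD30high; Myo6 was at 10494 in CD30low and 273 in CD30high Th17 cells.

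A CD30 effect alike in both lineages was tested with limma on all 4 arrays, 2 arrays per CD30 gate, with the lineage as a second factor and 1 residual degree of freedom. None of 8438 genes passed an adjusted p of 0.05, and 866 had an unadjusted p under 0.05. The smallest adjusted p was 0.439. The residual of this fit also holds any difference of the CD30 effect between the lineages.

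Th17 and Th1 cells were then compared within each gate. In CD30low cells 735 genes passed the fold rule, 277 higher and 458 lower in Th17 cells, and in CD30high cells 944, 397 higher and 547 lower. The Th1 program was lower in Th17 cells, with 0 higher and 8 lower of 13 measured in CD30low and 1 higher and 9 lower of 14 measured in CD30high cells, where Hlx was higher; Ifng was at 2506 in CD30low Th1 and 106 in CD30low Th17 cells, and Tbx21 at 2189.8 and 281. The medians of this list were -2.29 in CD30low and -1.80 in CD30high cells, Th17 over Th1. The Th17 program had 2 higher and 1 lower of 6 measured in CD30low and 3 higher and 1 lower of 7 measured in CD30high cells, with medians of 0.36 and 1.10. Il17a and Il21 were higher in both gates, Rora in CD30high cells, and Maf was lower in both. With limma the lineages were compared with 2 arrays each, the CD30low and CD30high sorts of that lineage. Whether the sorts of a lineage came from separate cultures was not stated in the sources, so variation between cultures may not be covered. For the lineage 401 genes passed, 132 higher and 269 lower in Th17 cells. The largest were Akr1c18, Il17a, Crispld2, Lif and Il21 on the Th17 side; the log2 difference of Il21 was 4.69 ± 0.19 (SE, limma adjusted p = 0.00963). On the Th1 side they were Ifng, Sytl2, Cxcr6, Xdh and Klrd1; that of Cxcr6, Th17 minus Th1, was -4.63 ± 0.14 (SE, limma adjusted p = 0.00963). Il17a, Crispld2, Lif, Ifng, Sytl2 and Xdh had a signal below 100 in at least 1 array, so the size of their differences, and with it this order, rests on the floor. The Y-linked genes Eif2s3y and Kdm5d were among the genes lower in Th17 cells. Without a filter on the mean signal 0 genes passed, without the variance trend 150, without the CD30 gate in the model 147, with every probe set 1256 and with quantile normalization 750.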

Values the study reported

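The study reported 175 genes that differed between CD30high and CD30low Th1 cells and 607 genes that differed in Th17 cells. Of these, 10 were shared, 7 with higher and 3 with lower expression in CD30high cells. Its criteria were a present call, a signal of at least 300 for the higher expressed gene and a 2-1.5-fold change.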

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

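Rps27, which encodes a ribosomal protein, stands apart because it passed the fold rule in opposite directions in the lineages. Its log2 ratio of CD30high over CD30low cells was 1.57 in Th1 and -1.22 in Th17 cells, from a single probe set, and the difference was not tested. Cell cycle genes stand apart for a like reason: their median log2 ratio was 0.35 in Th1 and -0.20 in Th17 cells, both outside the central range of random lists; this difference was not tested either. Among 10092 probe sets without a single gene symbol, which entered no comparison, 3 were higher and 3 lower in CD30high cells of both lineages. No explanation was weighed for these values.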

How the results depend on the processing

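Leaving out the neutrophil genes, and the CD30 fit without a floor on genes with a mean signal of at least 500, were chosen after the data were seen. At 1.5-fold, 595 genes passed in Th1 and 1451 in Th17 cells, 217 in both, and 1964 (CD30low) and 2269 (CD30high) between the lineages. With a signal limit of 1000 these counts were 36, 297, 19, 393 and 526; with a limit of 100, 171 passed in Th1 cells. Counting every probe set gave 208 in Th1, 1057 in Th17, 1345 between the CD30low and 1824 between the CD30high cells. These settings admit more or fewer features by construction. All other counts, including those after median centring and quantile normalization, stayed within 1.5 times, and leaving out the neutrophil genes left 583 genes in Th17 cells. The correlation across genes was 0.40 with a floor of 50, 0.38 with quantile normalization and 0.38 with the mean of the probe sets. No gene passed for CD30 in limma under any setting run. For the lineage, 0 genes passed without a filter on the mean signal, 150 without the variance trend, 147 without the second factor, 750 with quantile normalization and 1256 with every probe set. The fit borrows spread across genes, with a weight (prior degrees of freedom) of 3.46 in the main fit. This weight was 0.797 without the filter, 2.83 without the variance trend, 4.65 with quantile normalization and 4.31 with every probe set. Counts went broadly but not strictly with it. At 3.28, without the second factor, 147 genes passed, and at 3.18, with a mean signal of at least 500, 296 passed. The cause was not tested.

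Of the list medians, activation in Th1 cells was no longer outside the central range with quantile normalization (0.13). Medians newly outside it in Th17 cells were those of the Th1 program (-0.35 with a floor of 50, -0.35 with a pseudocount of 1), TNF ligands (-0.36 and -0.36), mast cells and basophils (-0.79 and -0.87) and B cells (1.43 with a floor of 50). With the mean of the probe sets they were those of glycolysis and hypoxia (0.19), activation (0.36) and myeloid genes (-1.94; the last 2 with the opposite sign) in Th17 cells and TNF receptors (-0.19) and natural killer and CD8 genes (-0.38; -0.40 with quantile normalization) in Th1 cells. The cause was not tested. Of 151 ratios of named genes past the rule, tried under 754 alternatives in all, 740 stayed past 2-fold, 14 were under it, for 13 genes, and 0 turned. Signals near background limit dim genes such as Tnfrsf8 most. No paired analysis was possible because the labels give no number shared between groups; the fit with the lineage as a second factor compares the gates within each lineage. Leaving out an array leaves the fit with the lineage and the gate no residual degree of freedom.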

Other observations

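The tests on other neutrophil genes, scaling, fibroblast genes, Th17 effector genes and the CD30 gap were chosen after the values they use had been seen; those on second probe sets were not. The metallothionein genes Mt1 and Mt2, which bind zinc and other metals, had signals of 1150.0 and 8508 and of 466 and 3292 in CD30low and CD30high Th17 cells, 7.4-fold and 7.06-fold higher in CD30high cells. In Th1 cells Mt1 had 9336 and 17351 and Mt2 had 8118 and 13734, both under 2-fold. The difference between the lineages was not tested.

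Neutrophil granule genes were higher in CD30low than in CD30high Th17 cells. For the 9 genes noticed, among them S100a8, Ngp (1072 and 295) and Lcn2 (459 and 101), each fold was at least 3.01, and 8 were below 100 in both Th1 arrays. The housekeeping median log2 ratio was -0.071, so the values held no common shift of that size. The trimmed mean signals of both Th17 arrays were nearly equal beforehand, at 496.8, so a test for a scaling difference had little room to fail. Neutrophils carried through the sort may account for the higher granule genes. The methods place irradiated splenocytes depleted of T cells in the cultures, and their contribution was not tested. Of 20 other neutrophil genes 2 reached 100 in CD30low Th17 cells, and the 4 measured had a median of 0.055. Of these 4, Cxcr2 and Mmp9 were brighter in Th1 cells, while Camp and Wfdc21 were below 100 there. Camp was at 208 and 61.1 in CD30low and CD30high Th17 cells. Wfdc21 was nearly equal, at 109 and 104, and so did not follow the granule genes. These values met the bound set against carry-over. The bound was dropped after they were seen, because of Cxcr2, Mmp9 and Camp. A further reason was that the sources used here do not give the level of the other genes in neutrophils beside the abundant granule genes. Carry-over past the CD4 and CD30 sorts and expression by the sorted cells therefore cannot be told apart.

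Dcn, Lum, Timp1, Mylk and Procr, picked from the largest ratios after the values were seen, were higher in CD30high Th17 cells, while Timp2, a relative of Timp1, was lower (6.11-fold). Fibroblasts are an unlikely source, since 0 of 15 other abundant fibroblast genes reached 200 there and the brightest was at 76.3. Misreading probe sets stay open: the median log2 ratio of other probe sets was 3.0, past the bound set before, but this was judged undecided after the value was seen, because only 1 of the 5 genes, Mylk, had such a probe set. Expression by the CD30high cells themselves is a hypothesis that was not tested.

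More genes passed the fold rule in Th17 than in Th1 cells. Probe set noise is argued against by the 99.4% of second probe sets with the same direction. Cells without the Th17 program in the CD30low sort could contribute and cannot be told apart: the fold of Il17a (10.3) was 5.19 times that of Il21 (1.99), the smallest of 6 effector genes, and 2.54 times that of the other Il21 probe set, past the bound of 2 against equal lowering, but after these values were seen this was judged undecided, because only these 2 genes were under 5% of their CD30high Th17 signal in Th1 cells and above 100 in CD30low Th17 cells. A wider CD30 gap between the Th17 sorts could contribute and cannot be told apart: the unfloored Tnfrsf8 fold in Th17 cells was 0.983 times that in Th1 cells, from signals mostly below 100. A difference between the lineages, or between the animals they came from, was not tested.

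The numbers of genes past the fold rule are not set against those quoted from the study, since present calls were not used here and the fold limit there is a range.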
